A study of Mus musculus with 6 samples.

How the data were processed

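RNA was sequenced from 6 libraries of PDVC57, an established mouse squamous cell carcinoma line of keratinocyte origin. The labels put 3 libraries in a Sox2 knockout group and 3 in a Sox2 overexpression group, and the series' design text describes the cells as low or high in Sox2 and isolated from grafted tumours. The RNA kit is a column kit for small samples and the libraries were made with a kit for single cells or low input, per the labels' protocols. The aligner, the counting program, the genome build, the annotation and the strand setting are not stated, so reads over overlapping genes could have been assigned in more than one way.

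The deposited table holds raw counts per gene, whole numbers with no normalization, with 1 column per library. Each column was matched to its sample through the sample's description in the labels. The table has 55481 rows, of which 55385 are mouse Ensembl gene IDs. The other 96 rows are 92 ERCC spike-in sequences and 4 reporter or construct sequences. They name no mouse gene, hold at most 2.23e-05% of a library's counts, and were left out of library sizes and tests. Symbols were taken from the GENCODE M21 gene table for 55144 gene IDs. The 241 unmatched IDs hold at most 0.0101% of the counts of any library. Where a symbol belongs to several IDs (106 symbols), it was kept for the ID with most counts. Gene positions are those of GENCODE M21 on GRCm38, and the authors' own build may differ.

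Genes were filtered with filterByExpr (minimum count 10, minimum total count 15), which kept 18504 genes. Counts were normalized with TMM, and the groups were compared with the quasi-likelihood test of edgeR 4.0.16 (estimateDisp, glmQLFit and glmQLFTest, default settings) in R 4.3.3. All 6 libraries entered 1 fit with the group as the only term. Fold changes are overexpression over knockout. P-values were adjusted with the Benjamini-Hochberg method over all tested genes, with a threshold of 0.05. The standard error of a log2 fold change was approximated as its size divided by the square root of the test's F statistic. CPM values are counts scaled by the TMM-normalized library size, as edgeR gives them. Where every library of a group had at most 3 counts, the fold is a lower bound against 3 counts in the library of that group with the least effective depth.

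Gene lists were tested with fry, a rotation test in limma 3.58.1, as directional two-sided tests with the Benjamini-Hochberg adjustment over 7 lists. The lists covered neutrophil factors, eicosanoid genes, interferon-stimulated genes, MHC class I presentation, epithelial genes, mesenchymal genes and the cell cycle. Lists of markers of white blood cells, fibroblasts and endothelium were also written at that time, for values only. The lists, the tests, the alternatives and the rule for naming genes were fixed before the data were examined. The rule names Sox2, the genes of the neutrophil factor and eicosanoid lists, the gene with the smallest p-value past the threshold in each other tested list, and the 5 genes with the largest rise and the 5 with the largest fall. These last had to have an adjusted p under 0.05, an average log2 CPM of at least 4 and groups that did not overlap, and could not be predicted (Gm or Rik), mitochondrial, haemoglobin, immunoglobulin or ribosomal protein genes. Any other gene named was chosen after its values were seen.

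The alternatives fixed in advance were the median-ratio size factors of DESeq2 (RLE), upper-quartile normalization, no filter beyond 1 count in total, robust dispersion, the replicate number as a block, the Wald test of DESeq2 1.42.0, camera with a preset inter-gene correlation of 0.01 in place of fry, and leaving out each library in turn. A further alternative was added after the data were seen: scaling each library to the tested genes of the epithelial list, by their median ratio. A further 5 marker lists (a second epithelial list, mural cells, Schwann cells, adipocytes and lymphatic endothelium) were written after the main results and before their own values were seen.

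The fit was tested on simulated counts for the same 18504 genes with 200 genes changed by known factors and a separate list of 20 genes raised 2-fold. It recovered 101 of the 200, including 72 of the 108 changed 4-fold, and 8 of the 20. Of its 118 calls, 9 (7.63%) were false. The simulated list raised 2-fold had a fry p-value of 0.000308 and an unchanged list one of 0.498. The data differ from this setting, since 5848 genes passed the threshold in them, 2519 higher and 3329 lower. The simulated rates of recovery and of false calls may therefore not carry over, and the simulation does not test the normalization under such a shift.

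Library totals lay between 31247976 and 38543221 counts. A count of 0 allows up to about 3 counts in a library. With the TMM-normalized library sizes, 3 counts are 0.0759 CPM in overexpression replicate 3 and 0.101 CPM in overexpression replicate 2. This floor covers counting error only, since PCR copies were not marked. No sequencing batch or date is in the labels, so no batch could be tested.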

Results

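Bulk RNA-seq profiles were obtained from PDVC57 squamous carcinoma cells that differed in Sox2, a transcription factor of stem cells and of tumour-initiating cells. Knockout disrupts the gene and overexpression supplies additional Sox2. No library of unmodified cells was included. A change worded below as a rise or fall with overexpression may therefore come from the knockout, the overexpression or both, or from other differences between the cells. According to the series' design text, the comparison addressed which programmes Sox2 turns on in tumour stem cells that could act on neutrophils. There were 3 libraries with Sox2 knockout and 3 with Sox2 overexpression. The knockout libraries held 31611892 to 35827402 counts over mouse genes and the overexpression libraries 31247976 to 38543221. Between 25107 and 28684 genes had at least 1 count in a library.

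Replicates resembled each other more than the other group. Across genes, the correlation of log2 CPM lay between 0.957 and 0.985 for pairs of libraries within a group and between 0.808 and 0.885 for pairs across groups. Genes are not independent replicates, so these correlations describe the libraries only. The first principal component carried 83.1% of the variance and separated the groups. No 2 libraries were alike within sampling noise, since the smallest chi-square statistic per degree of freedom for a replicate pair was 42.5. This argues against copied libraries, but it cannot tell separate tumours from separate preparations of 1 RNA pool. Each library was counted as 1 replicate.

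The targeted gene was examined first. Sox2 (ENSMUSG00000074637) is a protein-coding gene with a single exon on chromosome 3 (34650405 to 34652461, plus strand, GRCm38), inside the span of the non-coding gene Sox2ot. It had 49, 34 and 25 counts in knockout replicates 1, 2 and 3, and 2566, 3790 and 4095 counts in overexpression replicates 1, 2 and 3. Its level was 1.08 ± 0.377 CPM (SD, n = 3) with knockout and 103 ± 24.9 CPM (SD, n = 3) with overexpression. The log2 fold change was 6.58 with a standard error of 0.33 (edgeR quasi-likelihood test, adjusted p = 2.29e-06), and every overexpression library lay above every knockout library. The level of Sox2 therefore separated the groups as they are labelled. The alternative that moved this value most was scaling to the epithelial list, chosen after the data were seen, which gave a log2 fold change of 5.47.

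Of 18504 tested genes, 5848 (31.6%) had an adjusted p under 0.05 in the edgeR test. Among these, 2519 were higher with Sox2 overexpression (43.1%) and 3329 were lower (56.9%). A total of 3961 genes also changed at least 2-fold, 1129 of them upward and 2832 downward. The knockout and overexpression libraries did not overlap for 50.9% of tested genes, where chance gives 10%. For 510 of the genes that were lower with overexpression, every overexpression library had at most 3 counts, so the size of their change is known only as a lower bound. The same held for 38 of the genes that were higher, with respect to the knockout libraries. The count of higher genes fell to 1446 without knockout replicate 2 and to 1610 without knockout replicate 3, while the counts of all genes past the threshold, of lower genes and of genes at least 2-fold changed in either direction stayed within 1.5 times of those given in each fit that left out 1 library. The other counts of this paragraph were not recomputed with a library left out. The alternative that moved the counts most was again scaling to the epithelial list. It shifted the median log2 fold change of all tested genes from -0.02 to -1.15 and called 14138 genes, of which 2.54% were higher and 97.5% lower.

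**Figure D1:**
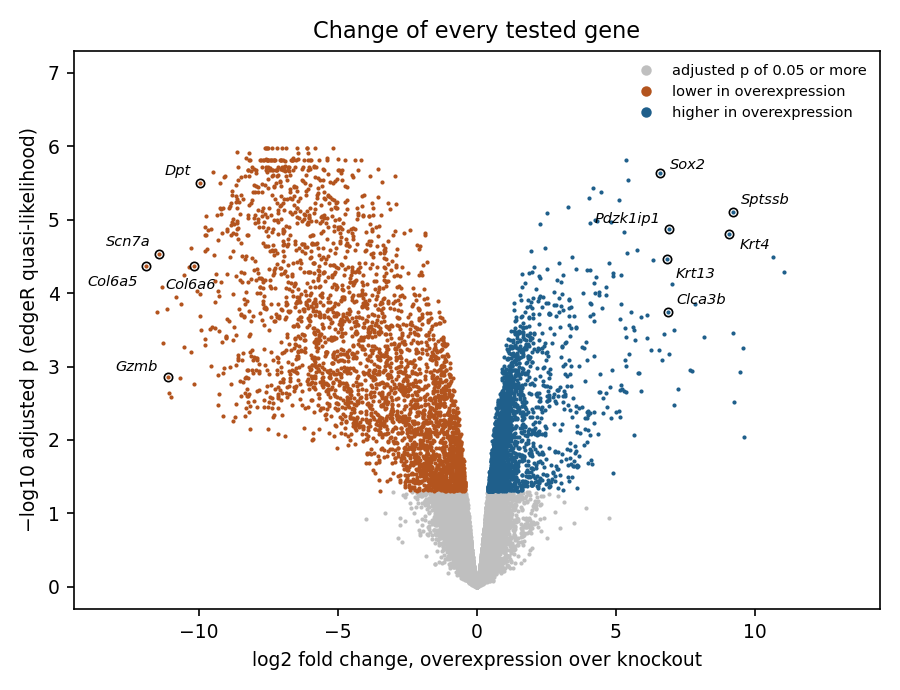
Each point is 1 of the 18504 tested genes, with its log2 fold change (overexpression over knockout) on the x axis and the −log10 adjusted p of the edgeR test on the y axis. Coloured points have an adjusted p under 0.05 (2519 higher, 3329 lower), circles mark Sox2 and the 10 genes with the largest changes under the naming rule, and fitted changes of genes with at most 3 counts in every library of a group do not measure the size of the change.

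The 5 genes with the largest rise under the naming rule were Sptssb, Krt4, Pdzk1ip1, Clca3b and Krt13. Sptssb (chromosome 3, 69819542 to 69859940) reached 55.0 ± 18.9 CPM (SD, n = 3) with overexpression and had at most 7 counts in a knockout library. Its log2 fold change was 9.21 (adjusted p = 7.98e-06, edgeR). The size of this change rests on few knockout counts. Without knockout replicate 1, the knockout mean went from 0.0904 to 0.0331 CPM and the other knockout libraries had at most 2 counts, under the floor of 3 counts. Without knockout replicate 3 the mean was 0.136 CPM and the log2 fold change 8.59. Krt4 (chromosome 15, 101918535 to 101924735) reached 113 ± 28.9 CPM (SD, n = 3) with overexpression. Its knockout mean of 0.203 CPM came mostly from the 18 counts in replicate 1, and was 0.0411 CPM without that library. Krt13 (chromosome 11, 100117327 to 100121566) rose from 1.49 ± 1.07 to 174 ± 39.04 CPM (SD, n = 3 each), with a log2 fold change of 6.85. Pdzk1ip1 and Clca3b had log2 fold changes of 6.91 and 6.88. The mean of Clca3b with overexpression, 221 CPM, fell to 109 CPM without replicate 1, and its log2 fold change was then 5.88. All 5 kept an adjusted p under 0.05 in each fit that left out 1 library.

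The 5 genes with the largest fitted fall under the naming rule were Col6a5, Scn7a, Gzmb, Col6a6 and Dpt. The fitted change does not measure the size of a fall to at most 3 counts in every overexpression library. Dpt (chromosome 1, 164796644 to 164824266) had 524 ± 235 CPM (SD, n = 3) with knockout and 0.507 ± 0.202 CPM (SD, n = 3) with overexpression, a log2 fold change of -9.98 (adjusted p = 3.21e-06, edgeR). Every overexpression library had at most 3 counts of the other 4 genes. Relative to that floor, Col6a5 was at least 877-fold lower with overexpression, Col6a6 at least 598-fold, Gzmb at least 505-fold and Scn7a at least 368-fold. The exons of Col6a6 overlap those of Gm38314 on the other strand. Knockout replicate 3 carried most of the Gzmb signal, with 4858 counts against 239 in replicate 1 and 414 in replicate 2. Without that library the knockout mean of Gzmb fell from 51.3 to 10.3 CPM. The knockout means of Col6a5 and Col6a6 fell from 89.0 to 51.4 CPM and from 60.7 to 37.0 CPM without the same library.

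Chemoattractants, growth factors and alarmins were examined as a list, named here neutrophil factors. Some of its genes, such as Csf1, Ccl2 and Il6, do not act mainly on neutrophils. The result of the list is therefore not one for neutrophil factors as a class. Of 19 genes, 16 were tested, and Cxcl15, S100a8 and S100a9 did not pass the count filter. The list was lower with overexpression (fry, adjusted p = 0.0102), with a median log2 fold change of -0.88. In the edgeR test, 7 of its genes had an adjusted p under 0.05 over all genes, 6 lower and 1 higher, and 9 did when adjusted over the list alone. The adjusted p of the list was 0.0568 without knockout replicate 3 and 0.0624 without overexpression replicate 2, and ranged from 0.00551 to 0.0624 over the alternatives. Cxcl1 (chromosome 5, 90891241 to 90893115) fell from 205 ± 81.9 to 39.6 ± 6.86 CPM (SD, n = 3 each), a log2 fold change of -2.37 with a standard error of 0.30 (adjusted p = 0.000474, edgeR). Csf1 fell from 170 ± 49.7 to 26.1 ± 5.61 CPM (SD, n = 3 each), a log2 fold change of -2.70. Il6, Ccl2 and Il1b had log2 fold changes of -7.69, -6.03 and -4.24. The exons of Il1b overlap those of Il1bos on the other strand. The knockout mean of Il6, 49.9 CPM, was 32.3 CPM without replicate 2. Ccl3 was at least 36.2-fold lower, against at most 1 count in an overexpression library, and its knockout mean of 3.67 CPM was 1.64 CPM without replicate 2. Il1a, whose exons overlap those of Gm14023 on the other strand, was the gene that rose, from 15.2 ± 4.34 to 131 ± 107 CPM (SD, n = 3 each), with a log2 fold change of 3.11 (adjusted p = 0.00305, edgeR). Without overexpression replicate 1, its overexpression mean was 70.6 CPM and its log2 fold change 2.24. The other 9 tested genes, among them Cxcl2, Cxcl5, Csf2, Csf3 and Tnf, had adjusted p-values between 0.0513 (Mif) and 0.777 (Tnf). Mif passed the threshold under several alternatives, with an adjusted p of 0.012 without overexpression replicate 1 and a range from 0.00482 to 0.159 over the alternatives, and its log2 fold change of 0.75 became -0.42 when libraries were scaled to the epithelial list. Cxcl5 had an adjusted p of 0.127, which was 0.000346 without overexpression replicate 1 (0.000346 to 0.316 over the alternatives). Its overexpression mean was 15.3 CPM with that library and 7.295 CPM without it. The 6 genes that fell were measured in knockout libraries that also had high counts of fibroblast markers, described with the lists further on.

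**Figure D2:**
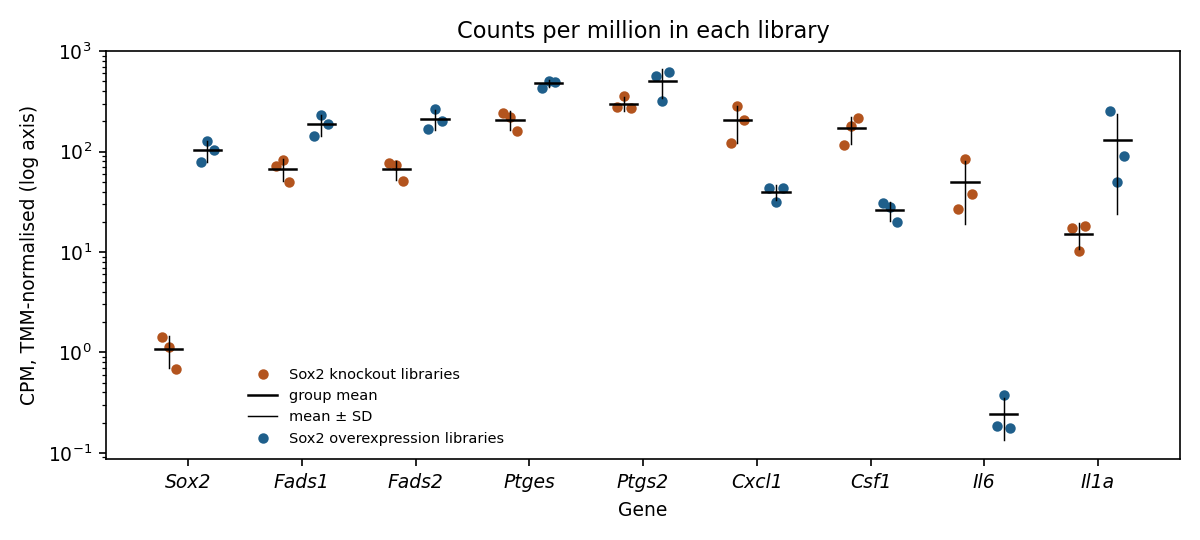
Points are TMM-normalised CPM (log axis) of 9 genes in the 3 knockout and 3 overexpression libraries, with horizontal bars for the group means and vertical bars for the mean ± SD (n = 3). Sox2 averaged 1.08 CPM with knockout and 103 CPM with overexpression, Fads1 67.7 and 186 CPM, and Il6 49.9 and 0.244 CPM.

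Genes for arachidonic acid and for prostaglandin or leukotriene synthesis and transport formed the next list. It also holds Hpgd, whose product breaks prostaglandins down, and Slco2a1, whose product takes them up. The direction of the list, and its counts of higher and lower genes, are therefore not a direction of synthesis. Of 24 genes, 22 were tested and Elovl2 and Alox5 did not pass the count filter. In the edgeR test 10 had an adjusted p under 0.05 over all genes, 5 higher and 5 lower. Adjusted over the list alone, 12 did. As a set the list did not pass the threshold (fry, adjusted p = 0.153, direction higher), with a median log2 fold change of 0.38. Its direction was lower without knockout replicate 1 (adjusted p = 0.242), and it was higher past the threshold without overexpression replicate 3 (adjusted p = 0.0409). Over the alternatives, the adjusted p ranged from 0.00999, with the direction lower under the epithelial scaling, to 0.339. Fads1 (chromosome 19, 10182888 to 10196877) encodes a fatty acid desaturase and rose from 67.7 ± 16.5 to 186 ± 44.1 CPM (SD, n = 3 each). Its log2 fold change was 1.46 with a standard error of 0.24 (adjusted p = 0.00196, edgeR). Fads2 (chromosome 19, 10062765 to 10101746) rose from 66.7 ± 14.2 to 212 ± 48.5 CPM (SD, n = 3 each), a log2 fold change of 1.67 with a standard error of 0.23 (adjusted p = 0.000684, edgeR). Ptges, a prostaglandin E synthase gene (chromosome 2, 30889471 to 30929863), rose from 207 ± 43.4 to 477 ± 38.4 CPM (SD, n = 3 each), a log2 fold change of 1.202 with a standard error of 0.19 (adjusted p = 0.00168, edgeR). The transporter gene Abcc4 had a log2 fold change of 1.27 (adjusted p = 0.000997, edgeR). When libraries were scaled to the epithelial list, the log2 fold change was 0.34 for Fads1 (adjusted p = 0.169), 0.55 for Fads2 (adjusted p = 0.0286), 0.091 for Ptges (adjusted p = 0.663) and 0.11 for Abcc4 (adjusted p = 0.698). These 4 adjusted p-values were the highest over the alternatives, and the lowest were 1.18e-07, 1.58e-10, 2.28e-07 and 6.68e-08 in the DESeq2 test. All 4 genes passed the threshold in each fit that left out 1 library.

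Alox15 rose from 1.08 ± 0.153 to 45.1 ± 35.8 CPM (SD, n = 3 each), a log2 fold change of 5.38 (adjusted p = 0.000974, edgeR). Its overexpression mean was 28.1 CPM without replicate 1, with a log2 fold change of 4.72. Ptgis, Ltc4s, Slco2a1 and Elovl5 fell, with log2 fold changes of -5.23, -3.52, -2.16 and -0.72. The exons of Ptgis, Ltc4s and Slco2a1 overlap those of a gene on the other strand. Elovl5 had an adjusted p of 0.0552 without knockout replicate 2 and between 8.7e-05 and 0.0552 over the alternatives. Hpgd had no counts in the overexpression libraries and was at least 20.3-fold lower. Ptgs2 was higher by 0.73 on the log2 scale, which did not pass the threshold (adjusted p = 0.0599, edgeR). Its adjusted p was 0.00562 without overexpression replicate 2 and ranged from 0.00562 to 0.231 over the alternatives, and its log2 fold change was -0.39 when libraries were scaled to the epithelial list. The other 11 tested genes of the list had adjusted p-values between 0.0579 (Ptges2) and 0.702 (Alox12). Of these, 4 passed the threshold when 1 library was left out: Ptgs1 (adjusted p = 0.0343) and Alox12 (0.0215) without knockout replicate 1, Pla2g4a (0.00313) without overexpression replicate 2, and Ptges2 without overexpression replicate 1 (0.0266) or 2 (0.0447). Over the alternatives their adjusted p-values ranged from 0.0341 to 0.425, from 0.0215 to 0.947, from 0.00313 to 0.399 and from 0.0154 to 0.137. Without knockout replicate 1, the knockout mean of Alox12 went from 5.95 to 2.52 CPM.

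Epithelial genes were higher with overexpression as a set (fry, adjusted p = 0.0025), with a median log2 fold change of 1.19. Of 23 tested genes, 16 were higher past the threshold in the edgeR test, and 19 genes passed when adjusted over the list alone. The gene of this list with the smallest p-value was Krt15 (chromosome 11, 100131758 to 100135928), which had a log2 fold change of 3.30 (adjusted p = 0.000159). Krt10 was the only tested gene of the list with a fold change below 0. Mesenchymal genes were lower as a set (fry, adjusted p = 0.000884), with a median log2 fold change of -2.002. Of 15 tested genes, 11 were lower and 1, S100a4, was higher past the threshold, and 12 passed when adjusted over the list alone. Prrx1 (chromosome 1, 163245119 to 163313710) had a log2 fold change of -5.41 (adjusted p = 1.44e-06).

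Cell cycle genes were higher as a set (fry, adjusted p = 0.0368), with a median log2 fold change of 0.55. Of 29 tested genes, 12 were higher past the threshold, or 14 when adjusted over the list alone. The adjusted p of this list lay between 0.0295 and 0.118 when 1 library was left out, and was over 0.05 in 5 of those 6 fits, those without knockout replicate 1, 2 or 3 (0.116, 0.118 and 0.0687) and without overexpression replicate 1 or 3 (0.0619 and 0.0532). With camera it was 0.000645. Ccna2, whose exons overlap those of Exosc9 on the other strand, had a log2 fold change of 1.12 (adjusted p = 0.000618, edgeR). When libraries were scaled to the epithelial list, the set went lower (adjusted p = 0.0826) and the log2 fold change of Ccna2 was -0.031. Interferon-stimulated genes did not differ as a set (fry, adjusted p = 0.462, direction higher), with 5 of 26 genes higher past the threshold, or 4 when adjusted over the list alone. Oas1a, a member of a family of similar genes that could share reads, had a log2 fold change of 1.18 (adjusted p = 0.00534, edgeR). Scaled to the epithelial list, its log2 fold change was 0.045 (adjusted p = 0.881), and over the alternatives its adjusted p ranged from 2.73e-05 to 0.881. The summed level of the interferon list was 4739 CPM in overexpression replicate 1 and at most 2793 CPM in any other library, and the direction of the list was lower without that library (adjusted p = 0.339, with a range from 0.0977 to 0.621 over the alternatives). MHC class I genes did not differ as a set either (fry, adjusted p = 0.375, direction higher). Of their 14 genes 1, Psmb9, whose exons overlap those of Tap1 on the other strand, had an adjusted p of 0.0447, which was above 0.05 without knockout replicate 1 (0.071), 2 (0.0598) or 3 (0.122) and without overexpression replicate 1 (0.0994) or 2 (0.122). Over the alternatives the adjusted p of Psmb9 ranged from 0.00329 to 0.224. When adjusted over the list alone, 0 genes passed, where 2 had an unadjusted p under 0.05. H2-K1, H2-D1 and H2-T23 of this list belong to a family whose reads could be split by counting. The directions of the interferon and MHC class I lists flipped to lower under the epithelial scaling, with adjusted p-values of 0.128 and 0.00999. Camera with a preset correlation gave the same direction and the same side of the threshold as fry for all 7 lists.

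Markers of cells other than carcinoma cells were measured in the same libraries. All 10 fibroblast markers were lower with overexpression, with a median log2 fold change of -7.98, and Dpt, named above, is among them. Col1a1, Col1a2 and Col3a1 together held 5.29% to 7.47% of the counts of the knockout libraries and 0.0249% to 0.0385% of those of the overexpression libraries. Of 15 tested white blood cell markers, 10 were lower past the threshold (median log2 fold change -2.85). Of 9 tested endothelial markers, 8 were lower (median log2 fold change -3.62). The differences between the groups reported here therefore come from libraries that also differed in these markers.

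**Figure D3:**
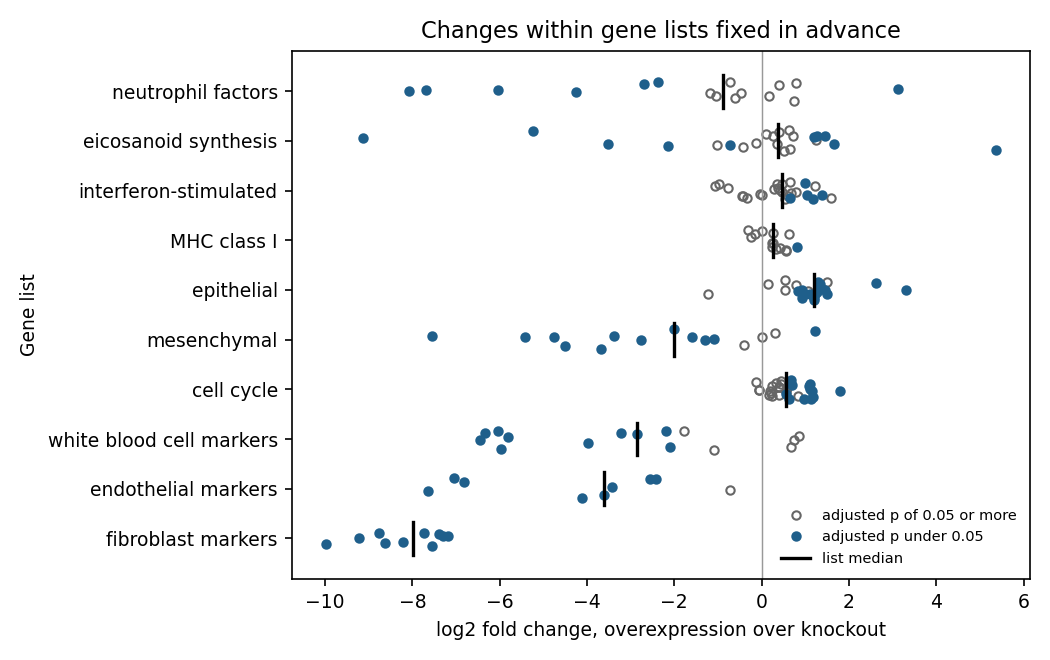
Each point is the log2 fold change (overexpression over knockout, x axis) of 1 gene of the list on the y axis, filled where the adjusted p of the edgeR test was under 0.05, and vertical bars are list medians (fitted changes of genes at or under 3 counts in a whole group do not measure the size of the change). The medians were 1.19 for epithelial genes, -2.002 for mesenchymal genes and -7.98 for fibroblast markers; scaling to the epithelial list turned the medians of the eicosanoid, interferon, MHC class I and cell cycle lists negative.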

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

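The table has a row for mCherry, a red fluorescent reporter that no comparison above uses. Its test was chosen only after the count was seen. The row had 8 counts in knockout replicate 3, which is above the 3 counts that a count of 0 allows, against 1 count in knockout replicate 2 and 0 in the other 4 libraries. The rows for rtTA3, OVA and tdTomato had 0 counts in each library, and so did the 92 ERCC rows. A count of 8 among 35827402 gene counts may come from stray reads from other libraries or misassigned reads, or from a few cells that carry the reporter. These cannot be told apart, because 8 counts in 1 library are too few and the labels do not name the reporter. No biological explanation was tested.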

How the results depend on the processing

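Under the alternatives fixed in advance, apart from the replicate block and leaving out 1 library, the 4 gene counts stayed within 1.5 times of the reported ones (5751 to 6648 genes past the threshold), Sox2 stayed higher with overexpression past the threshold, and the 7 lists kept their direction and side of the threshold under RLE, upper-quartile normalization, no filter and camera. The lists were not run with robust dispersion or DESeq2. Of 53 named genes besides Sox2, 6 changed their side of the threshold under at least one alternative fixed in advance other than leaving out a library, and none of these reversed.

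Across the 6 fits that each left out 1 library, from 4230 to 5821 genes passed the threshold, and from 1446 to 2599 were higher with overexpression. The log2 fold change of Sox2 lay between 6.33 and 6.86. The adjusted p of the neutrophil factor list lay between 0.0127 and 0.0624, of the eicosanoid list between 0.0409 and 0.339, of the interferon list between 0.244 and 0.621, and of the cell cycle list between 0.0295 and 0.118. The epithelial (0.00277 to 0.019) and mesenchymal (0.00297 to 0.00731) lists passed in each of these fits. Among named genes, 11 changed, and 3 of these had log2 fold changes on both sides of 0, none of them past the threshold in the full fit: Tnf (-0.18 to 0.39), Alox12 (-0.093 to 1.5999, past the threshold at the upper end) and Lta4h (-0.025 to 0.25). Leaving out a library reduces the number of samples. Beyond that, the cause was not tested.

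Libraries with the same replicate number did not deviate together. The correlations of their deviations from the group means were 0.0508, 0.0223 and -0.0399 for numbers 1, 2 and 3, so the samples share only a number. With the replicate number as a block, 5593 genes passed the threshold, and the adjusted p was 0.0546 for the neutrophil factor list, 0.0546 for the epithelial list and 0.134 for the cell cycle list. The block changed no other list, count or Sox2, and 3 named genes passed the threshold with it that did not without.

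Scaling to the epithelial list was chosen after seeing the data. It gives each library its own factor, from 0.575 to 0.804 for the knockout libraries and from 1.44 to 1.52 for the overexpression libraries, where the TMM factors of all 6 lay between 0.920 and 1.05. It therefore also changes the spread within groups. It moved the median log2 fold change of all tested genes from -0.02 to -1.15. By construction it is void for the epithelial list. It gave 14138 genes past the threshold, 359 higher and 13779 lower, and 10583 of them at least 2-fold changed. The 359 higher genes were all among the 2519 reported as higher, and the 3329 lower genes all remained lower past the threshold. A total of 490 genes reported as higher were called lower. The eicosanoid (adjusted p = 0.00999), interferon (0.128), MHC class I (0.00999) and cell cycle (0.0826) lists reversed to lower, while the neutrophil factor (0.00551) and mesenchymal (0.00091) lists kept their calls. Of the named genes, 8 were stronger and 4 weaker, and 14 reversed. The log2 fold changes of these were -0.68 for Cxcl2, -0.35 for Csf3, -1.002 for Tnf, -0.42 for Mif, -0.88 for Acsl4, -0.49 for Pla2g4a, -0.61 for Ptgs1, -0.39 for Ptgs2, -0.51 for Ptges2, -0.78 for Alox5ap, -0.70 for Alox12, -1.05 for Lta4h, -0.31 for Psmb9 and -0.031 for Ccna2. The downward shift follows from the construction. Whether carcinoma cells of both groups hold equal amounts of epithelial transcripts, which the scaling assumes, was not tested.

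With 31247976 to 38543221 counts per library, depth limits mainly the size of changes of genes at or under 3 counts in a whole group (510 lower and 38 higher calls).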

Other observations

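The tests on the 3 marker lists fixed in advance, on mesenchymal conversion, on Xist, on library size, on sample swaps, on a common factor for each epithelial gene and on Sox2 were chosen only after the results were seen. The further marker lists and the second epithelial list were written before their own values were seen, but after those of Fads1, Fads2 and Ptges.

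Of the 10 splits of the 6 libraries into 3 and 3, only the real one (1 of 10) gave as many genes past the threshold, as many higher, as many lower and as many at least 2-fold changed. The other 9 splits gave 0 genes with an adjusted p under 0.05 and 93 to 463 at an unadjusted p under 0.05, where the real split gave 7812. A fry p-value as small was given by 1 of the 10 splits for the neutrophil factor, eicosanoid, epithelial, mesenchymal and cell cycle lists, by 8 of the 10 for the interferon list and by 4 of the 10 for the MHC class I list. With 10 splits the share cannot fall under 0.1, so the share alone cannot exclude a chance split. For the tested genes as a set, other values describe how far the groups lay apart. The real split gave 5848 genes past the threshold, and groups did not overlap for 50.9% of tested genes, where chance gives 10%. Correlations were 0.957 to 0.985 within groups and 0.808 to 0.885 across them. Genes are not independent, and these values restate the same split of the libraries. They show a difference beyond the spread within groups, but they cannot lower the share of 0.1. For the 7 lists too, the share leaves a chance split open.

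The pattern that stands out is the level of transcripts of other cell types in the knockout libraries. Col1a1 reached 23308 ± 3989.8 CPM (SD, n = 3) with knockout and 124 ± 25.7 CPM (SD, n = 3) with overexpression. Of 34 tested markers of fibroblasts, white blood cells and endothelium, 28 were lower with overexpression past the threshold of the edgeR test. Of 21 tested markers in the further lists, 14 were lower and 1 was higher: 8 of 9 mural cell markers, 3 of 4 adipocyte markers and 3 of 4 lymphatic endothelial markers were lower, while of 4 Schwann cell markers 1, Mal, was higher and the other 3 did not pass the threshold. Not every such transcript was lower with overexpression. The summed level of the white blood cell list, carried mostly by Cd74 and H2-Aa, was 1008 to 1830 CPM with overexpression and 725 to 1301 CPM with knockout. The haemoglobin gene Hbb-bs, chosen after its values were seen, was higher with overexpression (log2 fold change 3.50, edgeR, adjusted p = 0.0195, at most 53 counts). The size of its change rests on few knockout counts, which were 2, 7 and 0 in replicates 1, 2 and 3. Averaged over the 3 overexpression libraries, at least 1 CPM was also reached by 7 fibroblast markers, 4 white blood cell markers, 2 endothelial markers, 1 mural cell marker, 4 Schwann cell markers, 1 adipocyte marker and 1 lymphatic endothelial marker. Whether carcinoma cells or a small share of other cells gave these levels was not tested. A difference in library size is argued against by a ratio of mean totals of 1.01, with overlapping ranges. A swap of libraries between the groups is argued against by Sox2, whose lowest overexpression library was 54.5 times the highest knockout library in CPM.

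A candidate explanation is RNA of host cells of the grafted tumours in the knockout libraries. The 28 of 34 markers are the pattern itself and do not test it. The further lists could have come out otherwise, and 14 of their 21 tested markers were lower with overexpression past the threshold. The Schwann cell markers, as given above, did not follow. Conversion of carcinoma cells to a mesenchymal state, without other cells, is argued against for the white blood cell and endothelial markers, of which 18 of 24 were lower with overexpression. For the fibroblast markers it cannot be told apart from host fibroblasts, because both would raise the same genes. One value that bears on it is Xist, the RNA of the inactive X chromosome in female cells (chromosome X, 103460366 to 103483254, with exons that overlap Tsix on the other strand). It had 4216, 6619 and 9941 counts in the knockout libraries and 37 to 41 counts in the overexpression libraries, a log2 fold change of -7.45 (edgeR, adjusted p = 2.12e-06). Cells of a female host would give this, but the labels give neither the sex of the hosts nor that of the line. A knockout clone that expresses Xist would give the same difference between the groups. Within the knockout group, Xist had 123.6, 218.9 and 272.5 CPM in replicates 1, 2 and 3. No gene of either epithelial list past the threshold rose more than 1.43-fold from replicate 1 to replicate 3. This order leans towards other cells, but it rests on 1 gene in 3 libraries and was not tested. Y-linked genes, which cells of a female host lack, were low in both groups, and of the 4 examined after their values were seen, 1 was lower on average with knockout. Kdm5d averaged 1.08 CPM with knockout and 1.21 CPM with overexpression, Uty 0.645 and 0.137 CPM, Eif2s3y 0.146 and 0.0478 CPM, and Ddx3y 0.193 and 0.142 CPM. The directions of Kdm5d and Ddx3y each lean on 1 library. Kdm5d had 1.65, 0.778 and 1.21 CPM in overexpression replicates 1, 2 and 3. Ddx3y had 14, 1 and 5 counts in knockout replicates 1, 2 and 3, and 4 to 6 counts in the overexpression libraries. Only Kdm5d passed the count filter, and the source of these counts was not tested. Host cells may also be more frequent because tumours without Sox2 recruit more of them, or because the isolation of carcinoma cells was less pure. No value here separates these.

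The levels of these markers also differed between the knockout libraries. From replicate 1 to replicate 3, the median ratio in CPM was 6.18 for the 10 white blood cell markers past the threshold, 2.05 for 8 endothelial markers, 1.42 for 10 fibroblast markers and 1.12 for 8 mural cell markers. From replicate 1 to replicate 2 it was 2.03, 1.05, 1.57 and 0.893 for the same lists. For epithelial genes, the ratios of replicates 3 and 2 to replicate 1 were 0.748 and 0.912 for the 16 genes of the first list past the threshold, and 0.776 and 0.707 for the 24 of the second. The first list fell in the order in which the white blood cell markers rose, and the second in the order in which the fibroblast markers rose. With 3 libraries, neither order was tested. Gzmb and S100a8 were also concentrated in replicate 3, with 4858 counts of Gzmb and 70 of S100a8, against at most 414 and 8 in the other 2 knockout libraries.

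If other cells add RNA to the knockout libraries, every transcript that only the carcinoma cells make is diluted in each of them by 1 common factor and appears higher with overexpression. The second epithelial list moved in that direction: its median log2 fold change was 1.19, 28 of its 30 genes were above 0 and 24 were higher past the threshold, and the median epithelial gene stood at 43.8% of its overexpression level in the knockout libraries by either list. A common factor is argued against as the whole change of each gene, since 11 of the 30 genes still passed the threshold after scaling to the first list, 9 higher and 2 lower, and the changes ran from -1.54 to 4.41 before scaling. A loss of epithelial character in the knockout cells would lower these genes too, and stays open. The rise of Sox2 exceeded the highest gene of the second list by 2.17 on the log2 scale, so dilution is argued against as its whole cause.

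The rise of Fads1, Fads2 and Ptges does not stand apart from this shift. All 3 of the 3 genes lay within the middle 80% of the second epithelial list, which ran from 0.83 to 2.40 on the log2 scale, and 13, 10 and 15 of its 30 genes rose more than Fads1, Fads2 and Ptges. Dilution may therefore be enough to give changes of this size, with no change per carcinoma cell, although this range includes genes that a common factor does not account for. An effect of Sox2 on these genes stays open. After scaling to the epithelial list, Fads2 kept an adjusted p of 0.0286 in the edgeR test (log2 fold change 0.55). Fads1 (adjusted p = 0.169, log2 fold change 0.34) and Ptges (adjusted p = 0.663, log2 fold change 0.091) did not pass the threshold after this scaling. Alox15 rose more than every gene of the second list, also without overexpression replicate 1. Only 1 of the 30 genes rose more than Il1a, but 5 did without that library, where the log2 fold change of Il1a was 2.24 and the middle 80% of the list ran from 0.68 to 2.32. The same reading applies in the other direction to Cxcl1, Csf1, Il6 and Ccl2, whose higher level in the knockout libraries could come from carcinoma cells or from other cells. A comparison of purified carcinoma cells, or single-cell data from the same tumours, would separate these.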
